A study of Mus musculus with 8 samples.

How the data were processed

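ATAC-seq was carried out on 8 libraries of BV2 mouse microglial cells, with 2 biological replicates in each of 4 groups set by culture (monoculture or co-culture with GL261 glioma cells) and oxygen (21% or below 0.1% for 16 h). Per the labels, cells were fixed with formaldehyde while still in hypoxia, cells positive for the leukocyte marker CD45 were sorted, nuclei were treated with Tn5, and the libraries were sequenced as 151 bp read pairs on an Illumina NovaSeq instrument. A sort can leave some cells of the other line in a co-culture sample, a share that these lists do not measure directly. The labels do not state how reads were trimmed, aligned, shifted for the Tn5 insertion or filtered, nor the peak caller or the assembly. These steps are therefore unknown here, and so is whether they were the same for all libraries.

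The authors deposited 1 peak list per library, so peaks were called per library and not on pooled replicates. Each list gives a position, a score, a fold enrichment, a −log10 p, a −log10 q and a summit for every peak. The deposited fold is a ratio of the summit to the background of that library. The deposited −log10 p and −log10 q rank peaks within a list, and the lowest −log10 q in every list lay just above 2, as with a q threshold of 0.01. The deposited score is the whole part of 10 times the −log10 q and adds nothing to it. The deposited summit is an offset in bp from the start of the peak. Folds, p-values and scores are the authors' and each list's own, so they were used to describe, rank or filter peaks within a list, and no fold was compared directly between lists. Folds and p-values also served to estimate the coverage of each library, and that estimate was compared between libraries and used to thin the lists. All peaks lay on chromosomes 1 to 19, X and Y.

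The assembly was inferred from the data. Genes were taken from a RefSeq table of GRCm38.p6, with 49939 genes on these chromosomes. Of all peaks, 32.7% lay within 1 kb of an end of a protein-coding gene in that table, against 8.06%, 7.39%, 6.83% and 5.08% when positions were shifted by 2000, 10000, 100000 and 1000000 bp. On chromosomes 1 to 19 and X, the unshifted share was at least 3.85 times the share shifted by 10000 bp. The table gives no strand, so the start of a gene could not be told from its end. The planned share of peaks at start sites was therefore replaced by the share within 1 kb of either end of a gene, and the planned distances from a start site by distances from the nearer end. No genome sequence was used here, so the planned counts of hypoxia response elements and other motifs were not run.

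Peaks of the 8 lists were merged where they overlapped, which gave 40784 regions. A library had a region when at least 1 bp of a peak lay in it. A region was gained in a contrast when both libraries of the first group and neither of the second had it, and lost in the reverse case. Comparisons of a single value per library (peak number, share near gene ends, list genes with a peak) used two-sided exact permutation tests. For an effect of oxygen or culture, labels were permuted within the other factor. For the interaction, culture labels were permuted within each oxygen level, which assumes no culture effect at all. Its p therefore depends on the culture effect too and cannot isolate an interaction. Each of these tests has 36 relabellings and a smallest p of 0.0556. Counts of regions separating 4 libraries from 4 were set against all 35 divisions of the 8 libraries. Overlap of replicates was tested one-sided over the 105 ways to pair the libraries. Gene lists (135 genes in 4 lists: hypoxia targets, microglia and macrophage identity, interferon and antigen presentation, glioma and glial cells) were tested against 10000 random lists matched on the number of regions within 10 kb, two-sided, with Benjamini-Hochberg adjustment over 32 tests. Genes are not replicates, so these tests describe the libraries at hand. Named regions are the 5 (4 against 4) or 3 (2 against 2) with the highest minimum percentile in each set, and named genes are list genes near a 4 against 4 region, or else the 3 highest ranked of a list, and 6 preset genes. Of these, 1 region is not reported here. The groups, gene lists, rule for choosing the named regions and genes, most tests and most alternatives were fixed before the data were examined. Tests chosen after the results were seen are named in the closing sections. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.

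No read totals were used here. Depth was estimated from the lists, on the assumption that the deposited fold is (n + 1)/(b + 1) and the p-value the Poisson probability of more than n fragments over a background of b. Solving both for a whole n gave back the deposited −log10 p to within 0.001 for 99.8% to 99.9% of peaks, which is a check of that assumption. Peaks with a −log10 p over 250 were not solved. The most frequent b of a list was taken as its background coverage, from 0.758 to 1.45 fragments per position. Coverage also depends on the fragment length the caller used, which is unknown, so it was also divided by the shortest peak of each list (from 270 to 405 bp) as a rough guide to fragment number. The summits of called peaks held a median of 18 to 30 fragments per list. A region missing from a list is one that did not pass the threshold at that depth, not one shown to be closed.

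The alternatives, whose effects the closing section gives, were lists of equal number (the 9910 peaks with the highest −log10 p or the highest fold), a −log10 q of at least 5, peaks covering at least 50% of a region, 501 bp windows around summits as regions, presence in the equal-number list with absence from the whole list, a replicate block, each library left out in turn, 3 kb around gene ends, protein-coding genes only, and 1 or 50 kb for the gene lists. Added after seeing the data were peaks of at most 10 kb, and lists thinned to equal background coverage or to equal estimated fragment number. Thinning redrew each summit count binomially at the lowest coverage of the 8 libraries and dropped peaks whose new −log10 p fell under 4.19. Estimates of coverage and tests on divisions, pairings and lists were checked on simulated data. For the count of regions gained in all 4 hypoxic libraries, simulated lists over 40628 regions, matched to the observed list lengths, carried 200 planted gains. Each was called with a chance of 95% per hypoxic library, and 80.5% of them were found, near the 81.5% such a rate allows. That share is set by the planted rate and does not measure false gains. The simulated oxygen division held 543 regions, more than were planted, and the largest other division 399. List length alone can thus add many regions to a division.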

Results

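Chromatin accessibility was measured by ATAC-seq, in which the Tn5 transposase inserts sequencing adapters into open chromatin, in BV2 cells, a mouse microglial line. The cells were grown alone (monoculture) or seeded onto GL261 cells, a mouse glioma line (co-culture). Each culture was held for 16 h in normoxia (21% oxygen) or in hypoxia (below 0.1% oxygen). Each of the 4 groups had 2 biological replicates, and each of the 8 libraries came with its own list of peaks. The design asks how low oxygen changes accessibility in microglial cells, how the presence of glioma cells changes it, and whether the oxygen response differs between the cultures.

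The lists differed in length. Monoculture normoxia had 13333 and 9910 peaks, with a mean of 11621.5 ± 2420 (SD, n = 2). Monoculture hypoxia had 24370 and 26339 peaks, with a mean of 25354.5 ± 1392 (SD, n = 2). Co-culture normoxia had 21790 and 21826 peaks, with a mean of 21808 ± 25.5 (SD, n = 2), and co-culture hypoxia had 29658 and 21633 peaks, with a mean of 25645.5 ± 5675 (SD, n = 2). In monoculture, both hypoxic lists were longer than both normoxic lists, by 13733 peaks on average or 2.18-fold. In normoxia, both co-culture lists were longer than both monoculture lists, by 10186.5 peaks or 1.88-fold. The hypoxic and normoxic lists of co-culture overlapped in length (difference 3837.5 peaks), as did the co-culture and monoculture lists in hypoxia (difference 291 peaks). With 2 libraries against 2, the smallest two-sided p that an exact permutation test can give is 0.333, so none of these 4 contrasts could reach 0.05.

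Across both cultures, hypoxic lists held 8785.25 more peaks than normoxic lists (two-sided exact permutation test within culture, 36 relabellings, p = 0.167). Co-culture lists held 5238.75 more peaks than monoculture lists (exact permutation test within oxygen level, p = 0.167). Both differences were larger than the pooled SD between replicates, 3162 peaks, and neither passed a threshold of 0.05, which this design cannot reach (smallest p 0.0556). The oxygen difference was smaller in co-culture than in monoculture (interaction −9895.5 peaks, exact permutation test of culture labels within oxygen level, p = 0.222). That p also depends on the culture difference itself. Leaving out 1 library moved the oxygen difference most, to 6779 peaks without co-culture hypoxia replicate 1 and to 10791.5 without replicate 2 of that group. The interaction was then −13908 or −5883. Thinning every list to an equal estimated fragment number gave an oxygen difference of 7566.5 peaks.

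**Figure D1:**
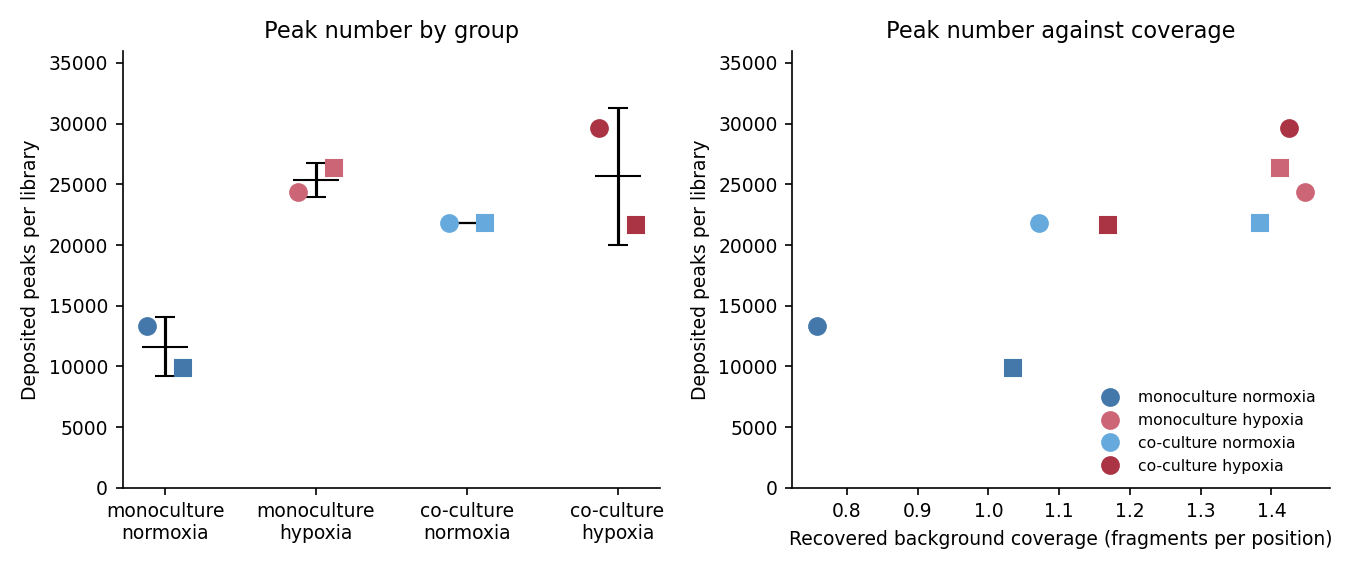
Left, deposited peaks in each library by group, with the group mean (horizontal line) and SD (bars); circles are replicate 1 and squares replicate 2. Right, the same peak numbers against the background coverage recovered from each list; monoculture normoxia holds the 2 shortest lists, with 13333 and 9910 peaks, and the lowest coverage, 0.758 and 1.03 fragments per position.

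The depth of the libraries is known only indirectly, because the lists hold peaks and not reads. Each peak's deposited fold enrichment and −log10 p were solved together for the number of fragments at its summit and the number the background predicts, and the commonest predicted value was taken as the library's background coverage. It was 0.758 and 1.03 fragments per position in monoculture normoxia and 1.45 and 1.41 in monoculture hypoxia. Co-culture normoxia had 1.07 and 1.38, and co-culture hypoxia 1.42 and 1.17. Between 99.8% and 99.9% of each list's peaks were solved. Over the 8 libraries, peak number rose with coverage (Pearson r = 0.809, exact permutation p = 0.0114; Spearman rho = 0.881, exact p = 0.00724). Of the 2 coverage measures tested, the other divides coverage by the length of each list's shortest peak, and it gave r = 0.918 (exact p = 0.00057) and rho = 0.905 (exact p = 0.00456). After Benjamini-Hochberg adjustment over the 2 measures, the p-values of r were 0.0114 and 0.00114 and both p-values of rho were 0.00724. Without the 2 libraries farthest from the median coverage, both of monoculture normoxia, r was 0.637 (exact permutation p = 0.153), or 0.728 for the second measure (exact p = 0.104), so the relation rests in large part on that group. The correlation alone therefore cannot separate coverage from group over these libraries. After thinning to equal background coverage, hypoxic lists still held 7665.75 more peaks than normoxic lists. The region counts that follow are given both for the lists as deposited and for lists of equal number. The latter hold the 9910 peaks of each library with the highest −log10 p.

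Peaks of all libraries were merged into 40784 regions. Of these, 6375 (15.6%) had a peak in all 8 libraries and 10903 (26.7%) in 1 library. A region was counted as gained in a contrast when both libraries of the first group and neither of the second had a peak in it, and as lost in the opposite case. With hypoxia in monoculture, 7229 regions were gained and 73 lost. The other ways of dividing the same 4 libraries, which mix hypoxia and normoxia, gave from 155 to 532 regions in one direction. With hypoxia in co-culture, 2482 regions were gained and 837 lost, against 199 to 1294 in the mixed divisions, so the number lost lay within the range of divisions that ignore oxygen. With co-culture in normoxia, 5078 regions were gained and 74 lost, against 203 to 520. With co-culture in hypoxia, 2377 regions were gained and 1532 lost, against 156 to 1374. These are counts for 2 libraries against 2 and carry no test.

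The predominance of gains differed between ways of making the lists comparable. In lists of equal number, hypoxia in monoculture gave 1463 regions gained and 1017 lost, which changed the share gained from 99% to 59.0%. Hypoxia in co-culture gave 1078 gained and 1132 lost (share gained 74.8% as deposited and 48.8% in equal-number lists). Co-culture in normoxia gave 965 gained and 582 lost (98.6% and 62.4%), and co-culture in hypoxia gave 1462 gained and 1388 lost (60.8% and 51.3%). Fixing the number of peaks pushes gains and losses towards balance by construction, so the equal-number shares are no independent measure of asymmetry. Lists thinned to equal background coverage, which leaves their length free, kept the shares gained at 98.5%, 74.04%, 98.2% and 62.6% in the same order of contrasts. In equal-number lists, every count of the 4 contrasts exceeded the highest mixed division of its 4 libraries, which were 297, 310, 392 and 221 regions in the same order. Dropping 1 library loosens the rule and raises the counts by construction. Gains reached 12313 with hypoxia in monoculture (without monoculture hypoxia replicate 1) and 8391 with hypoxia in co-culture (without co-culture hypoxia replicate 2). They reached 8710 with co-culture in normoxia (without co-culture normoxia replicate 2) and 6860 with co-culture in hypoxia (without co-culture hypoxia replicate 2).

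**Figure D2:**
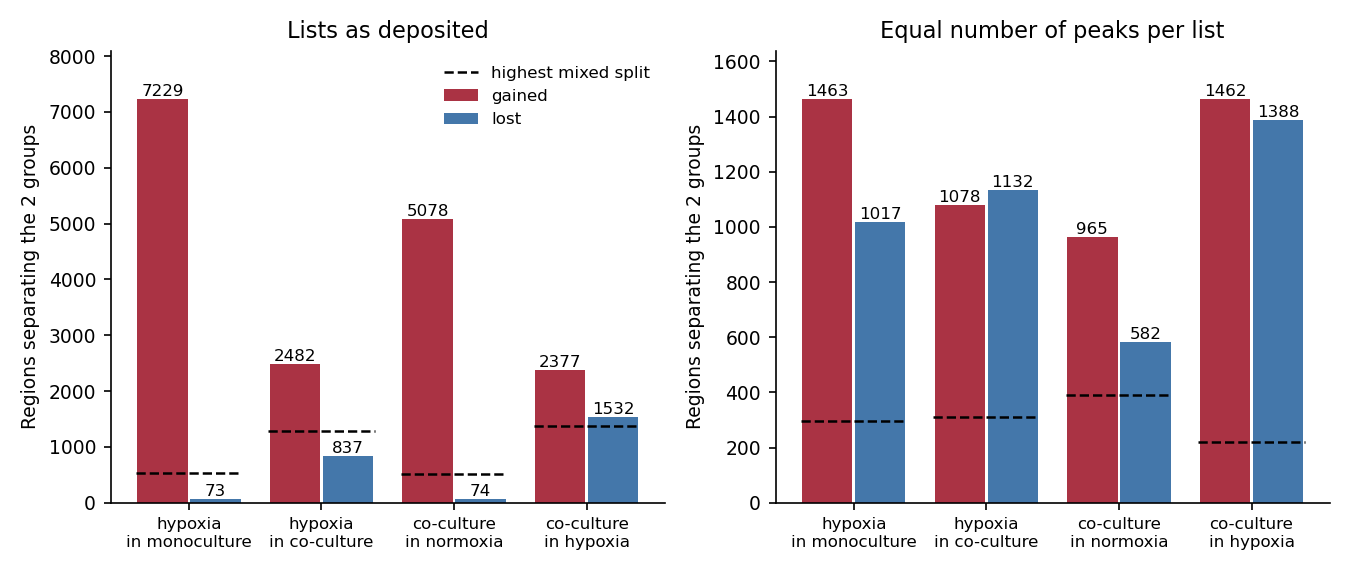
Regions gained and lost in each contrast of 2 libraries against 2, for the lists as deposited (left) and for lists of 9910 peaks (right); the dashed line is the highest count of a division of the same 4 libraries that mixes the groups. Gains with hypoxia in monoculture fall from 7229 to 1463 and losses rise from 73 to 1017.

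Regions that separated all 4 libraries of one level from all 4 of the other were counted next and set against all 35 ways to divide the 8 libraries into 4 and 4. A peak in all 4 hypoxic and no normoxic library was found at 849 regions, and the reverse at 8. No other division gave as many in its larger direction, so 1 of 35 was as large. A peak in all 4 co-culture and no monoculture library was found at 806 regions, and the reverse at 11. Here 2 of 35 divisions were as large, the second being the division by oxygen. The remaining 33 divisions, which mix both factors, reached at most 354 regions, with a median of 28. In equal-number lists the oxygen division held 212 regions gained and 178 lost, and the culture division 201 gained and 99 lost, while the other 33 divisions reached at most 49. The order of the factors depended on how regions were drawn and on the libraries used. With windows of 250 bp on each side of the summits in place of merged peaks, the culture division held 974 regions and the oxygen division 969. Without monoculture hypoxia replicate 2, 1105 regions were gained with culture and 1098 with oxygen. Oxygen stayed ahead when any other library was left out. Without co-culture hypoxia replicate 2, the number gained with oxygen was 1815, and without monoculture normoxia replicate 2, 50 regions were lost with oxygen and 85 with culture.

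**Figure D3:**
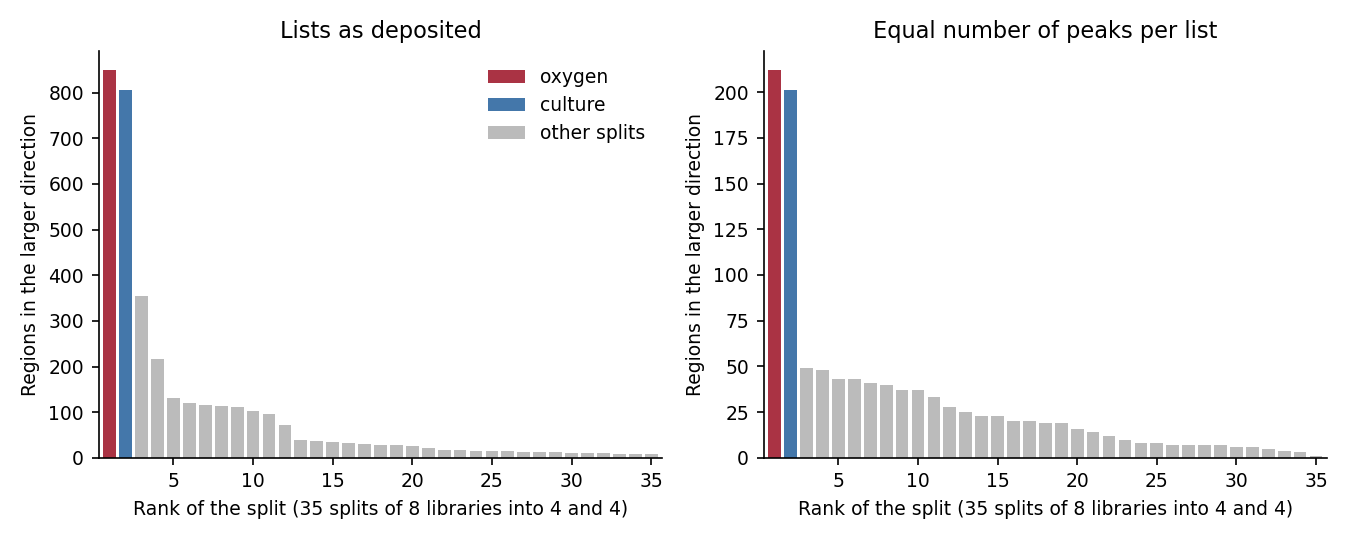
Number of regions in the larger direction for each of the 35 divisions of the 8 libraries into 4 and 4, in falling order, for the lists as deposited (left) and for equal-number lists (right). The divisions by oxygen (849 and 212 regions) and by culture (806 and 201 regions) lie above the other 33, which reach 354 and 49.

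The 849 regions gained in all 4 hypoxic libraries are by definition the regions gained with hypoxia in both cultures. They made up 11.7% of the gains in monoculture and 34.2% of the gains in co-culture. Among the 36 combinations of a division and direction of the 4 monoculture libraries with one of the 4 co-culture libraries, this was the largest, and the next held 354 regions. In equal-number lists the shared gains numbered 212 and the next combination, the shared losses, held 178. Of the 7229 gains in monoculture, 2599 (35.95%) already had a peak in both normoxic co-culture libraries, and 2026 had a peak in all 4 co-culture libraries. Those 2026 regions are the ones with a peak in every library except the normoxic monoculture pair, and no pair of libraries from different groups lacked more than 280 regions that the other 6 libraries had. The normoxic monoculture pair did not lead in equal-number lists, where 220 regions were missing from it alone, 256 from the hypoxic co-culture pair, 155 from the hypoxic monoculture pair and 36 from the normoxic co-culture pair, against at most 85 for pairs from different groups.

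The regions to name were chosen by a rule fixed in advance, the 5 in each set with the highest minimum percentile. A percentile is the rank of the region's best peak by −log10 p within its own list. The plan labelled a region by the nearest start site. Here each is given with a gene it overlaps, or else with the nearest gene, a choice not fixed in advance. The coordinates are those of the deposited lists, on the assembly inferred to be GRCm38. Among regions gained in all 4 hypoxic libraries, the first was chromosome 3, 90323103 to 90323794, inside Gatad2b, with percentiles from 92.2 to 96.9. The others lay inside Cab39 (chromosome 1, 85837788 to 85838536, from 90.2 to 94.9), inside Adamtsl5 (chromosome 10, 80342809 to 80343661, from 89.2 to 95.2), inside the long non-coding RNA gene Gm46154 (chromosome 1, 120430072 to 120430685, from 85.0 to 93.0), and inside St14 (chromosome 9, 31091969 to 31092479, from 84.1 to 95.4). All 5 were also called in the equal-number lists of all 4 hypoxic libraries. Of the 8 regions lost in all 4 hypoxic libraries, the highest ranked lay beside Tmem100 (chromosome 11, 90029214 to 90029969, percentiles from 71.9 to 82.5). Others were beside Eef1b2 (from 47.6 to 78.4), inside Rbm19 (from 38.04 to 68.4) and inside Gm39256 (from 26.1 to 72.5).

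Among regions gained in all 4 co-culture libraries, the highest ranked lay inside Myo5b (chromosome 18, 74539268 to 74539882, percentiles from 84.9 to 91.8), Ppm1h (chromosome 10, 122862128 to 122862977, from 83.7 to 92.7), Pdzd2 (chromosome 15, 12490609 to 12491580, from 79.5 to 95.6) and Slc22a22 (chromosome 15, 57365968 to 57366860, from 77.4 to 96.2). The fifth, on chromosome 5 from 55355457 to 55355931, overlapped no annotated gene and ranked from 77.0 to 85.6. Of the 11 regions lost in all 4 co-culture libraries, the highest ranked lay near Cst3 (chromosome 2, 148877204 to 148877843, from 48.7 to 63.4) and near Isoc1 (chromosome 18, 58713994 to 58714493, from 47.3 to 69.2). The next were near Gm36360 (from 46.4 to 80.4), at Ighv8-4 in the immunoglobulin heavy chain locus (from 34.1 to 90.1) and inside Itprip (from 32.3 to 72.2).

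The contrasts of 2 libraries against 2 each named 3 regions per direction. Libraries outside a contrast play no part in it, so a named region can have peaks in them. Gains with hypoxia in monoculture were led by regions inside Unc13a and Dcaf6, each with a peak in all 6 libraries outside the normoxic monoculture pair, and by one near Steap3. Their percentiles in the hypoxic monoculture lists were at least 98.2, 97.5 and 97.4. Losses in the same contrast were led by a region near Ccnh (chromosome 13, 85126724 to 85127394, at least 94.6), which had a peak in 4 libraries, among them the second replicates of both co-culture groups. Gains with hypoxia in co-culture were led by regions inside Wnt6 (at least 96.4), Ap3d1 (at least 94.4) and Inpp5k (at least 94.0), and losses by regions inside Tlcd4 (at least 84.1), near Gm41967 (at least 80.4) and inside Zfp831 (at least 79.2). The Wnt6 and Ap3d1 regions also had a peak in monoculture normoxia replicate 1. With co-culture in normoxia, gains were led by a region near Tubb3 (at least 95.4), one inside Camsap1 (at least 95.3) and the Ppm1h region, and losses by regions beside Trappc8 (at least 68.7) and Hspb11 (at least 62.5) and inside Chd9 (at least 60.9). These 3 lost regions had a peak in both hypoxic co-culture libraries. With co-culture in hypoxia, gains were led by regions in Pmm1 (at least 93.1), Os9 (at least 91.9) and Xrra1 (at least 90.6), and losses by a region near Abhd17c (at least 95.5), one at Ighv1-47 (at least 94.8) and one near Loxl4 (at least 93.7).

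Replicates shared more of their covered sequence than libraries of different groups. The Jaccard index, the bp covered in both lists over the bp covered in either, averaged 0.486 within the 4 groups (from 0.441 to 0.533) and 0.422 over the 24 pairs from different groups (from 0.311 to 0.507). Of all ways to pair the 8 libraries, 2 gave a difference of at least 0.0649 (one-sided exact permutation test, p = 0.0190). The alternative that moved the difference most was the equal-number lists, with a difference of 0.125, which no other pairing reached (exact permutation p = 0.00952). The groups were not fully apart, since 9 of the 24 pairs from different groups had an index above the lowest replicate pair, both as deposited and in equal-number lists. Without peaks wider than 10 kb these numbers were 12 of 24 and, in equal-number lists, 18 of 24.

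**Figure D4:**
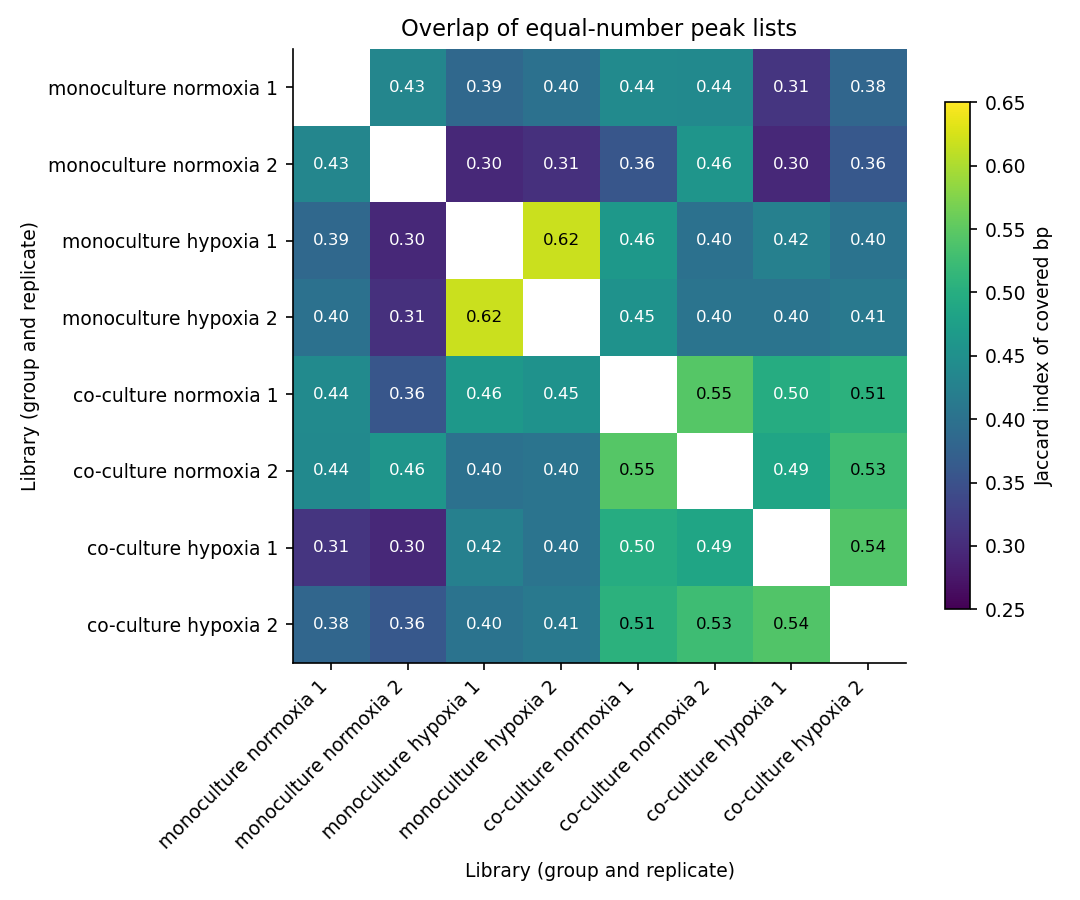
Jaccard index of covered bp between every pair of equal-number lists, with libraries ordered by group and replicate; the diagonal is left blank. Replicate pairs range from 0.433 in monoculture normoxia to 0.617 in monoculture hypoxia, and pairs from different groups from 0.296 to 0.526.

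The share of peaks within 1 kb of either end of an annotated gene was 45.4% ± 2.24 in monoculture normoxia, 34.5% ± 1.397 in monoculture hypoxia, 41.9% ± 1.30 in co-culture normoxia and 39.3% ± 5.26 in co-culture hypoxia (SD, n = 2 each). Averaged over cultures it fell by 6.77 percentage points with hypoxia (exact permutation test, p = 0.167), more than the pooled SD between replicates of 3.01 points. The culture difference was 0.638 points (exact permutation test, p = 0.833), within that SD, and its sign turned when 1 library was left out (−0.154 without monoculture normoxia replicate 1 and −1.22 without co-culture hypoxia replicate 2). The interaction was 8.20 points (exact permutation test, p = 0.0556, the smallest these 36 relabellings can give). The equal-number lists moved the oxygen and culture differences most. The oxygen difference was then −3.36 points (exact p = 0.333), under the SD of 3.68 points, and the share in co-culture exceeded that in monoculture by 10.7 points (exact p = 0.0556), with each co-culture library above each monoculture library. The interaction kept its size, 8.11 points, but its exact p rose to 0.5. The interaction test permutes culture labels within each oxygen level, so it also depends on the culture differences there. In equal-number lists these were 6.61 points in normoxia and 14.7 in hypoxia. The rise in p is therefore no sign of a weaker interaction, and neither p isolates it.

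The 6 genes fixed in advance as examples of the hypoxia response gave different pictures. A region at an end of Vegfa (chromosome 17, 46031899 to 46032864) had a peak in all 4 hypoxic libraries and in 1 normoxic library, and in none of the equal-number lists. Slc2a1 had a region gained in all 4 hypoxic libraries (chromosome 4, 119105692 to 119106084, percentiles from 48.1 to 73.8) beside one at a gene end that was called in all 8 libraries. At Bnip3, the region at a gene end (chromosome 7, 138909248 to 138910220) was called in all 8 libraries with percentiles of at least 97.1, and 2 further regions were called in the hypoxic monoculture libraries only. The region at an end of Pdk1 (chromosome 2, 71872665 to 71873584) had a peak in all 4 hypoxic libraries and both normoxic co-culture libraries, and in equal-number lists in 4 hypoxic and 1 normoxic library. The region at an end of Ndrg1 (chromosome 15, 66969407 to 66970273) had a peak in all libraries except monoculture normoxia replicate 2. At an end of Egln3 (chromosome 12, 54203545 to 54204184), 3 hypoxic and 2 normoxic libraries had a peak.

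In 4 gene lists fixed in advance, genes with a gained or lost region within 10 kb of a gene end were counted and compared with 10000 random lists matched on the number of regions per gene. Of the 32 tests (4 lists, 4 contrasts and both directions), 1 had a Benjamini-Hochberg adjusted p under 0.05. Of the glioma and glial genes, 20 had a region in reach, and 10 of these had one gained with co-culture in hypoxia, against 2.12 in the random lists (permutation p = 0.0002, the smallest these lists can give; adjusted p = 0.0064). The size of this count depended on 1 library, since without co-culture hypoxia replicate 2 it was 18 of 20, against 4.57 (permutation p = 0.0002, adjusted p = 0.0064). With co-culture in normoxia the count was 8 of 20, against 4.32 (permutation p = 0.0900, adjusted p = 0.915). The equal-number lists moved the family most. There, none of the 32 tests passed the threshold, none had an unadjusted p under 0.05, and 0 of the 20 glioma and glial genes had a region gained with co-culture in hypoxia. Without co-culture normoxia replicate 2, the test of co-culture in normoxia passed as well (13 of 20 genes, permutation p = 0.0028, adjusted p = 0.0448). For the hypoxia targets, 15 of 40 genes had a region gained with hypoxia in monoculture (12.9 in the random lists, permutation p = 0.548) and 6 of 40 in co-culture (4.98, permutation p = 0.772). The co-culture count depended on the window. Within 50 kb it was 19 of 40 (11.4, permutation p = 0.0122, adjusted p = 0.195), and within 1 kb 1 of 32 (1.66, permutation p = 0.991). For the interferon and antigen presentation genes, 13 of 28 had a region gained with hypoxia in monoculture (8.49, permutation p = 0.0884), and for the microglia and macrophage identity genes 12 of 26 (8.50, permutation p = 0.195). The microglia and macrophage count also depended on the window. Within 50 kb it was 23 of 27 (17.4, permutation p = 0.0272, adjusted p = 0.290), and within 1 kb 8 of 19 (3.38, permutation p = 0.0204, adjusted p = 0.326).

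The number of genes of each list with a peak within 10 kb differed between libraries. For the 30 glioma and glial genes it was 0 and 0 in monoculture normoxia, 2 and 5 in monoculture hypoxia, 13 and 12 in co-culture normoxia, and 19 and 11 in co-culture hypoxia. The mean difference between co-culture and monoculture was 12 genes (exact permutation test, p = 0.0556, the smallest possible; adjusted over the 4 lists 0.222), against a pooled SD between replicates of 3.04. For the 30 microglia and macrophage genes the difference was 2.5 genes (exact p = 0.278), for the 40 hypoxia targets 6.25 (exact p = 0.167) and for the 35 interferon and antigen presentation genes 3 (exact p = 0.278), each with an adjusted exact p of 0.278. In equal-number lists the glioma and glial genes had a peak at 1 gene in each hypoxic monoculture list and at 0 in the other 6 lists, so their regions were among the lower ranked peaks. List genes near a region gained in all 4 co-culture libraries were Thbs1, Postn, Nfia and Ncan of the glioma and glial list, Mertk of the microglia list and Aldoa of the hypoxia list. Those near a region gained in all 4 hypoxic libraries were Slc2a1, Ero1a and Cxcr4 of the hypoxia list and Olfml3 of the microglia list, and the Olfml3 region (chromosome 3, 103745380 to 103746027) was the only one of these 10 also gained in equal-number lists. No interferon or antigen presentation gene lay near such a region. In the contrasts of 2 libraries, Ifit2, B2m and Cd86 had the highest ranked regions, gained with hypoxia in monoculture.

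**Figure D5:**
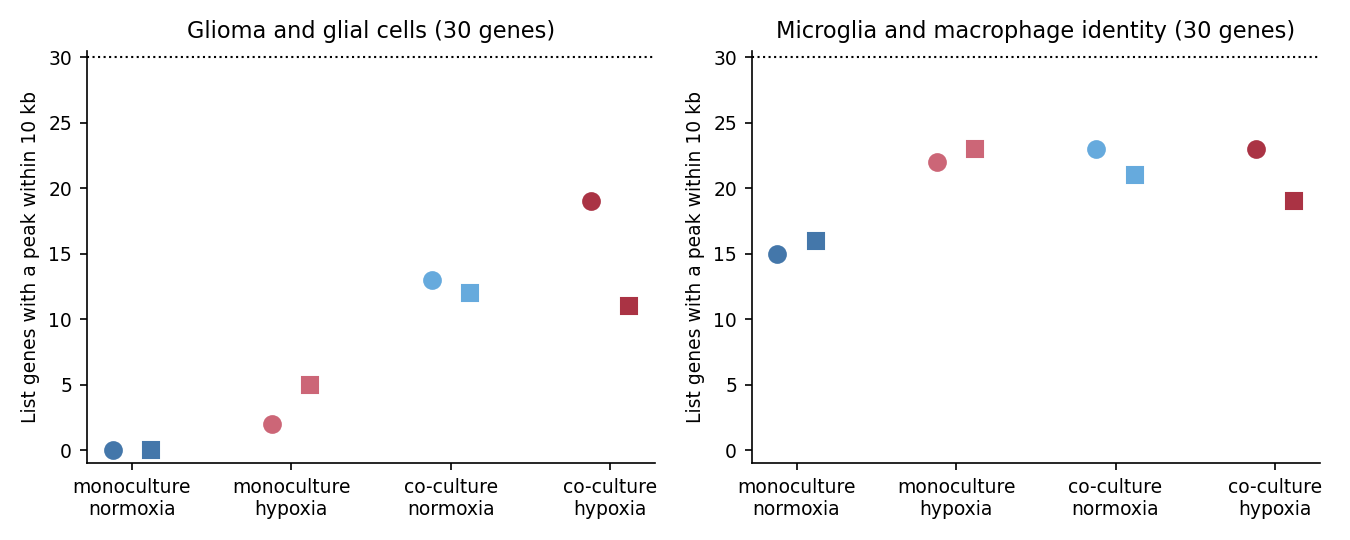
Number of list genes with a peak within 10 kb of a gene end in each library, for the glioma and glial list (left) and the microglia and macrophage list (right); the dotted line marks the 30 genes of each list, circles are replicate 1 and squares replicate 2. Glioma and glial genes number from 11 to 19 in co-culture libraries and from 0 to 5 in monoculture libraries.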

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

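The test of the divisions was chosen for this pattern after the result was seen, although the 35 divisions themselves were laid down beforehand.

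A set of 112 regions answered low oxygen in opposite ways in the cultures. They had a peak in both hypoxic and neither normoxic library of monoculture, and in both normoxic and neither hypoxic library of co-culture. The reverse pattern was found at 0 regions. The difference was not tested region by region, since each group has 2 libraries. As a count it did not stand out, because 9 of the 35 divisions of the 8 libraries into 4 and 4 held as many regions in their larger direction, this one included. In equal-number lists 37 regions showed the pattern and 13 its reverse, and 10 of 35 divisions held as many. Chance combinations of libraries therefore remain open for the set as a whole. An oxygen response of microglial cells that turns around in the presence of glioma cells also remains open and was not tested further.

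The clearest region of this kind was named by the rule fixed in advance, as the highest ranked region lost with hypoxia in co-culture. It lies on chromosome 3 from 121242841 to 121243422, inside Tlcd4 and near the pseudogene Gm9353. Its percentile was 91.4 and 90.1 in the hypoxic monoculture lists and 84.1 and 89.9 in the normoxic co-culture lists, and no other library had a peak there. All 4 libraries with the peak also had it in their equal-number lists, so it is no weak peak near the threshold. The difference at this single region was not tested. Since 9 of 35 divisions gave at least 112 regions, a region with this pattern is no evidence by itself, and neither a technical nor a biological explanation was tested for it.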

How the results depend on the processing

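The alternatives added after seeing the data were peaks of at most 10 kb, with 19 results, and both kinds of thinning, with 20 results each. Every one of these results kept its direction and its side of the threshold, with counts within 1.5 times. The same held for the 13 results with peaks covering at least 50% of a region, for both results with 3 kb around gene ends and both with protein-coding genes only, and for the gene list tests at 50 kb or 1 kb (1 test past the threshold each). Some results that are not counts changed by more. The culture difference near gene ends was 0.638 points as deposited, 1.42 at equal background coverage and 1.61 at equal estimated fragment number. The replicate overlap went from 0.0649 to 0.102 with peaks of at most 10 kb.

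Lists of equal number moved many results. With equal-number lists by −log10 p, 14 of 17 results moved. Regions gained and lost were 1463 and 1017 with hypoxia in monoculture, 965 and 582 with co-culture in normoxia, and 1078 and 1462 regions were gained with hypoxia in co-culture and with co-culture in hypoxia. Oxygen separated 212 gained and 178 lost regions and culture 201 and 99, and shared hypoxia gains were 212. The oxygen and culture differences in the share near gene ends were −3.36 and 10.7 points, and 0 gene list tests passed. Ranking by fold instead, 12 of 16 results moved: 1717 gained and 1468 lost with hypoxia in monoculture, 1184 and 903 with co-culture in normoxia, and 989 and 1239 gained with hypoxia in co-culture and with co-culture in hypoxia. Oxygen then separated 236 gained and 171 lost regions, culture 213 and 70, shared hypoxia gains were 236, and the culture difference near gene ends was 8.64 points. Fewer peaks lower the gains by construction. The cause of the other shifts was not tested. Peak number itself is fixed in such lists and has no value there.

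Requiring a peak in the equal-number list and absence from the whole list lowers every count by construction. It gave 1333 gained and 28 lost with hypoxia in monoculture, 292 and 75 with hypoxia in co-culture, 824 and 40 with co-culture in normoxia and 238 and 173 with co-culture in hypoxia. Oxygen separated 94 gained and 3 lost regions, culture 53 and 4, and shared hypoxia gains were 94. In this setting as in both equal-number settings, 1 of 35 divisions held as many regions as oxygen and 2 of 35 as many as culture.

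With windows of 250 bp on each side of the summits as regions, 969 regions were gained and 18 lost with oxygen and 974 and 43 with culture. The ranks of both factors changed places, since 2 of 35 divisions were then as large as oxygen and 1 of 35 as large as culture. Losses were 265 with hypoxia in monoculture and 213 with co-culture in normoxia. The cause was not tested. At a −log10 q of at least 5, losses in these contrasts were 42 and 48, and the other 17 of 19 results held.

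Leaving out 1 library in turn, the number gained and lost ran from 7229 to 12313 and from 73 to 781 with hypoxia in monoculture, from 2482 to 8391 and from 837 to 2783 with hypoxia in co-culture, from 5078 to 8710 and from 74 to 1043 with co-culture in normoxia, and from 2377 to 6860 and from 1532 to 4662 with co-culture in hypoxia. The highest losses came without monoculture normoxia replicate 2 (781 and 1043), co-culture normoxia replicate 1 (2783) and co-culture hypoxia replicate 1 (4662). Oxygen separated from 899 to 1815 gained and from 9 to 50 lost regions, culture from 829 to 1130 gained and from 14 to 85 lost, and shared gains ran from 899 to 1815. Counts rise here by construction, because fewer libraries must meet the rule. The oxygen difference in peak number ran from 6779 to 10791.5, the culture difference from 3232.5 to 7245 and the interaction from −13908 to −5883. The replicate overlap ran from 0.0497 to 0.0759. The oxygen difference near gene ends ran from −8.63 to −4.92 points. The culture difference there ran from −1.22 to 2.50 points and reversed without co-culture hypoxia replicate 2 (−1.22) and monoculture normoxia replicate 1 (−0.154). Gene list tests past the threshold numbered 1 to 2, the second appearing without co-culture normoxia replicate 2.

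Replicate numbers showed little sign of pairing the samples. Deviations of same-numbered libraries from their group means correlated from −0.0202 to 0.0396 across regions (up to 0.0622 in equal-number lists), and none of the correlations was over 0.1. As deposited, the second replicates of the co-culture groups had a Jaccard index of 0.507, above both co-culture replicate pairs (0.486 and 0.485). In equal-number lists theirs was lower (0.526 against 0.545 and 0.541). Pairing within co-culture is therefore not excluded. With a replicate block, the differences in peak number stayed 8785.25 for oxygen and 5238.75 for culture (exact sign flips, p = 0.25 each), and those near gene ends stayed −6.77 points (exact p = 0.25) and 0.638 points (exact p = 0.875).

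The planned motif results, with their alternatives, were not run, since no genome sequence was used here. All sequence names in the lists were already included, so that alternative equals the reported setting. Depth limits absence: background coverage of 0.758 to 1.45 fragments per position means that a missing peak can be one that fell short of the threshold.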

Other observations

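The tests of background coverage, of enrichment and of the glioma and glial genes were chosen after the results were seen, as was the test on gene families that leaves out provisional gene names; the divisions of the libraries and the first test on gene families were fixed before.

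The division of the 8 libraries by oxygen was the largest of the 35, as deposited (849 regions, 1 of 35) and in equal-number lists (212 regions, 1 of 35), which argues against a random division of these libraries in those settings. As deposited, list length can add to this count. Simulated lists matched to the observed lengths held 543 regions in the oxygen division with 200 gains planted, and 399 in the largest other division. Equal-number lists have no such difference in length. With windows of 250 bp on each side of the summits as regions, however, 2 of 35 divisions were as large as oxygen (969 regions) and 1 of 35 as large as culture (974 regions). Without monoculture hypoxia replicate 2, 1105 regions were gained with culture and 1098 with oxygen, although oxygen stayed ahead without any other library. The rank of oxygen above culture therefore depends on how regions are drawn and on the libraries used. For culture, 2 of 35 divisions were as large both as deposited (806 regions) and in equal-number lists (201 regions), a share of 0.0571. The other division was that by oxygen, so this count cannot set culture apart by itself, although the remaining 33 divisions held at most 354 and 49 regions.

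A candidate explanation for the longer hypoxic lists is deeper sequencing. Thinned to equal background coverage, hypoxic lists still held 7665.75 more peaks than normoxic lists, against 8785.25 as deposited and a pooled SD between replicates of 3050, which argues against background coverage as the whole cause. The thinning assumes that coverage follows depth, and a difference in the share of fragments in peaks would pass through it. A weaker enrichment of the normoxic monoculture libraries may therefore account for gains that outnumber losses. Of the 7229 regions gained with hypoxia in monoculture, 18.4% were in the equal-number lists of both hypoxic libraries, against 53.9% of the 12249 other regions called in both. Gained regions were thus mostly lower ranked peaks, which weaker enrichment predicts, but sites that begin to open in hypoxia would rank low as well, so these cannot be told apart from lists of peaks. What stays open for the contrast is that 2026 regions had a peak in all libraries except the normoxic monoculture pair, a pattern that low sensitivity in that pair would also give. In equal-number lists that pair no longer ranked first, with 220 such regions against 256 for the hypoxic co-culture pair. The hypoxic monoculture pair had 155, the normoxic co-culture pair 36 and pairs from different groups at most 85.

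The co-culture libraries had peaks near genes of glioma and glial cells. Of the 30 genes in that list, 20 had a region within 10 kb, all 20 had a peak in at least 1 co-culture library, and 15 had none in any monoculture library. None of the list's genes is in another list, and 5 had a peak in a hypoxic monoculture library, so BV2 lists can hold them. The values argue against list length as the cause, because the hypoxic monoculture lists, which are longer than the normoxic co-culture lists, had a peak at 3.5 of the genes on average and the normoxic co-culture lists at 12.5. Equal coverage made little difference to this contrast, with 3 and 11 genes on average in the thinned lists. A candidate explanation is chromatin of GL261 cells carried along with the sorted CD45-positive cells. It predicts more glial genes in co-culture at both oxygen levels without a rise of microglial genes, and this held in hypoxia only. Co-culture exceeded monoculture by 12 glial genes on average, while the microglia and macrophage genes numbered 21 on average in hypoxic co-culture and 22.5 in hypoxic monoculture. In normoxia the microglia and macrophage genes rose from 15.5 to 22, so the prediction was not met there. Lists also grew longer in that contrast, which can raise this count by itself, so the rise cannot decide the question. In equal-number lists these genes went from 14.5 to 10.5 with co-culture in normoxia and from 12 to 15 in hypoxia. No glioma or glial gene had a peak in those co-culture lists, so they cannot decide it either. The explanation stays open. The peaks were weak, with a median percentile of 28.6 and a highest of 59.6 in the co-culture lists, as a small share of other cells would give. The highest percentile in a co-culture list was 47.3 for Sox2, 53.0 for Nes, 31.8 for Pdgfra, 28.6 for Gfap and 34.4 for Olig1. A response of BV2 cells to glioma cells would also bring the 15 genes up in co-culture only, and it cannot be told apart from carried-over chromatin, because both come with the same libraries. Regions gained with co-culture could include glioma sites in either case, which bears on the 806 regions of that set.

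Between 69 and 126 peaks per list were wider than 10 kb, the widest at 1957311 bp, and they held from 37.2% to 68.5% of the sequence a list covers. They merged into 155 loci. The widest was on chromosome X from 3233351 to 5277686, over Btbd35f genes, followed by chromosome 4 from 145435287 to 147419061, over Zfp genes. The third was on chromosome 5 from 93935588 to 95608067, over Pramel genes. Peaks of this width may come from sequence present in several copies, to which reads of all copies are aligned. The test set beforehand went the other way. Of 374 protein-coding genes overlapping the loci, 33.4% belonged to symbol families of at least 10 numbered members, against 38.3% of other genes (odds ratio 0.809, Fisher's exact p = 0.0602). That test is void, because 54.3% of the overlapping genes carry provisional Gm or LOC names, against 5.88% of other genes, and such names cannot show a family. With these names left out, 73.1% of 171 overlapping genes and 40.7% of other genes belonged to families (odds ratio 3.96, Fisher's exact p = 1.71e-17). Neighbouring genes of one family are not independent and copy number was not measured, so the explanation stays open. No biological explanation was tested. Leaving these peaks out changed no direction or call among the 19 results recomputed. It raised the difference in Jaccard index between replicates and other pairs from 0.0649 to 0.102. The pairs from different groups above the lowest replicate pair rose from 9 to 12 of 24. In equal-number lists the difference fell from 0.125 to 0.114, and those pairs rose from 9 to 18 of 24.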
